A study of Homo sapiens with 4 samples. Its data were reported in "FOXC1 Binds Enhancers and Promotes Cisplatin Resistance in Bladder Cancer" (2022).

How the data were processed

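FOXC1 chromatin immunoprecipitation with sequencing (ChIP-seq) was performed by the authors in J82 cells, a human bladder cancer cell line grown in culture. The 4 libraries were 2 biological replicates of the FOXC1 ChIP, made with the anti-FOXC1 antibody D8A6, and 2 input libraries made without antibody. All were sequenced as single-end reads of 75 bp. Samples were assigned to the groups FOXC1 ChIP and input, and given their replicate numbers, from the sample titles. According to the study's methods, reads were mapped to the hg19 genome build with bwa, and peaks were called against input with MACS2. A tool for the irreproducible discovery rate was then used to call reproducible peaks, following the ENCODE3 ChIP-seq pipeline. One peak list per FOXC1 ChIP replicate was analysed here, so peaks had been called on each replicate alone and not on pooled reads. Files of the input libraries, the reads themselves, the H3K27ac peaks and the RNA-seq data were not analysed here.

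Each peak in the deposited lists carried its interval, its summit and values given by MACS2. The score that the authors deposited was the −log10 p of the peak multiplied by 10 and truncated to a whole number. The fold enrichment deposited by the authors was a ratio of the ChIP pileup at the summit to the local background, each with 1 added. The −log10 p and the −log10 q deposited by the authors compared that pileup with the same background. All of these values are the authors' own, and they were used here to describe, rank and filter peaks and to set the replicates side by side. The filter that produced the lists is not stated. Both lists ended just above a −log10 p of 2, at 2.00 in replicate 1 and 2.02 in replicate 2. Peaks thinned out towards that end, with 2778 replicate 1 peaks at −log10 p 3.5 to 4 and 326 at 2 to 2.5. Whether a limit on p produced the lists cannot be told, because these values describe summits and not whole peaks. Of the peaks on chromosomes 1 to 22, X and Y, 31.3% in replicate 1 and 14.3% in replicate 2 had a q-value above 0.05.

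The files held no read totals, and depth was therefore worked out from the peak values. At the genome-wide background, MACS2 gives a −log10 p that depends only on a whole number of reads, and the steps between these values fixed the background and the scaling of each library. Whole reads over the summit and the local background were then solved for each peak from its fold enrichment and −log10 p, with a residual of −log10 p under 0.001 required. This succeeded for 100% of the peaks in replicate 1 and 99.8% in replicate 2, where 69 peaks had no solution. The fragment length was taken as the smallest peak width, 260 bp in replicate 1 and 270 bp in replicate 2. With the 2.7 Gb genome size that MACS2 uses for human data, the reads used for peak calling numbered about 43200000 in the replicate 1 ChIP, 48100000 in its input, 41500000 in the replicate 2 ChIP and 37500000 in its input. The absolute numbers rest on that genome size and on the fragment lengths, while the ratio of ChIP to input reads, 0.899 in replicate 1 and 1.11 in replicate 2, rests on neither. The median number of reads over a summit was 18 in replicate 1 and 23 in replicate 2.

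The lists were restricted to chromosomes 1 to 22, X and Y, which left out 42 of 22447 entries in replicate 1 and 43 of 41832 in replicate 2. No interval was listed more than once in either list. Peaks of the replicates were taken to overlap when they shared at least 1 bp. Overlapping peaks were merged into shared regions, each holding at least 1 peak of both replicates and represented by the peak with the highest −log10 p in each. The summit of a shared region was set midway between the summits of these peaks. Overlap was compared with 1000 circular shifts of the other list within each chromosome, which keep the number, width and spacing of peaks (one-sided permutation test). For the stricter overlap rules, 100 shifts were used. Shared regions were ranked by the worse of their ranks by −log10 p in the replicates. The irreproducible discovery rate (IDR), a copula mixture model that sorts paired peaks into a reproducible and an irreproducible component, was fitted to the shared regions with code written for this purpose, and regions at an IDR of 0.05 or less were counted. Because the pairing rule, the input lists and the code differ from the IDR tool of the pipeline, this count need not match the authors' own set.

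Gene positions were taken from GENCODE version 44 mapped to GRCh37, the assembly of hg19. The study used version 19, which was not used here, so promoter shares need not match. A promoter summit was one within 2 kb of the start site of any annotated transcript. Promoter shares were compared with 1000 circular shifts of the summits (two-sided permutation test). The forkhead consensus RTAAAYA (R is A or G, Y is C or T) was searched on both strands within 50 bp of each summit and within 50 bp of a control position 500 bp downstream, and both windows were compared by a two-sided exact McNemar test. The promoter share of the top 500 shared regions was compared with the rest by Fisher's exact test (two-sided). Shares are given with 95% Wilson intervals, which cover counting error only and treat peaks as independent. Correlations of fold enrichment were computed across regions, which are not independent replicates, and carry no p-value.

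Named regions and genes were fixed before the data were examined, as the 5 shared regions with the best worse-rank and a list of 10 loci mentioned by the study, ABCB1, ID3, FOXC1, NR4A3, E2F3, PITHD1, FUCA1, IFNLR1, MYC and MMP10. For these loci, peaks overlapping the gene body were counted, and for ID3 the shared region nearest to 770 kb upstream of its start site was taken. The alternatives fixed at the same time were peaks with a −log10 q of at least 5 or a fold enrichment of at least 5, reciprocal overlap of at least 50%, summits within 100 bp, lists of equal length, inclusion of the other contigs, other IDR ranks and thresholds, promoter distances of 1 and 5 kb, protein-coding start sites, the stricter consensus GTAAACA, the reversed consensus AYAAATR, a motif window of 100 bp, a control window upstream, the top 1000 regions, and each replicate alone. The consensus RYMAACA (M is A or C), start sites of transcripts tagged as basic, and the loci at a −log10 q of at least 5 were added after the data had been seen.

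The computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and pysam 0.24.0, and figures were drawn with matplotlib 3.10.9. The functions were tested on simulated data. In a simulation of 13000 pairs of which 6556 were reproducible, the IDR fit estimated a reproducible share of 49.2%, and 4.78% of the 5918 pairs called at 0.05 were irreproducible. The pairs were drawn from the mixture that the model assumes, so this checks the code and not the error rate in the deposited lists. In 2 simulated lists of 20000 peaks each, the whole reads over the summit were recovered for 100% of the peaks.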

Results

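FOXC1 is a transcription factor of the forkhead family, which binds DNA through a conserved domain. To map where it binds in bladder cancer cells, ChIP-seq was performed in J82 cells with 2 biological replicates, each set against its own input library. In this assay, fragments bound by the protein are pulled down with an antibody and sequenced, and a peak marks a place where they pile up above the background. The replicates were sequenced to similar depths, with about 43200000 ChIP reads recovered from the list of replicate 1 and about 41500000 from that of replicate 2. Coordinates are given on hg19.

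The number of FOXC1 peaks differed between the replicates. Replicate 1 listed 22405 peaks on chromosomes 1 to 22, X and Y, and replicate 2 listed 41789, a ratio of 1.87. The fold enrichment deposited by the authors had a median of 3.02 in replicate 1 and 3.63 in replicate 2, and reached 86.0 and 94.5. Peaks had a median width of 346 bp in replicate 1 and 391 bp in replicate 2. The choice that moved the counts most was a minimum fold enrichment of 5, under which 4042 and 11487 peaks were left, a ratio of 2.84. With 1 list per replicate, no test of the difference in number was possible.

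To examine how far the replicates found the same sites, the lists were overlapped. Of the replicate 1 peaks, 13355 (59.6%, interval 59.0 to 60.2%) were overlapped by a replicate 2 peak, compared with 1.25% on average when replicate 2 was shifted along the chromosomes (permutation p = 0.000999, the smallest that 1000 shifts can give). Of the replicate 2 peaks, 13264 (31.7%, interval 31.3 to 32.2%) were overlapped by a replicate 1 peak, compared with 0.672% by chance (permutation p = 0.000999). The setting that changed the first share most was the restriction to fold enrichments of at least 5, which raised it to 97.9%. When the lists were held to equal length, the shares were 54.4% and 54.0%. Merging gave 13238 regions shared by both replicates. Within these regions, the summits of the replicates lay a median of 28 bp apart, and 88.1% lay within 100 bp of each other.

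Overlap depended on peak strength. The top 4649 peaks of replicate 1 and the top 2877 peaks of replicate 2 were all overlapped by the other list. In replicate 1, the overlapped share was 89.2% at ranks 5001 to 10000, 45.8% at ranks 10001 to 15000 and 17.9% at ranks 20001 to 22405. In replicate 2, it was 74.0% at ranks 5001 to 10000, 40.2% at ranks 10001 to 15000 and 4.01% at ranks 30001 to 41789.

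**Figure D1:**
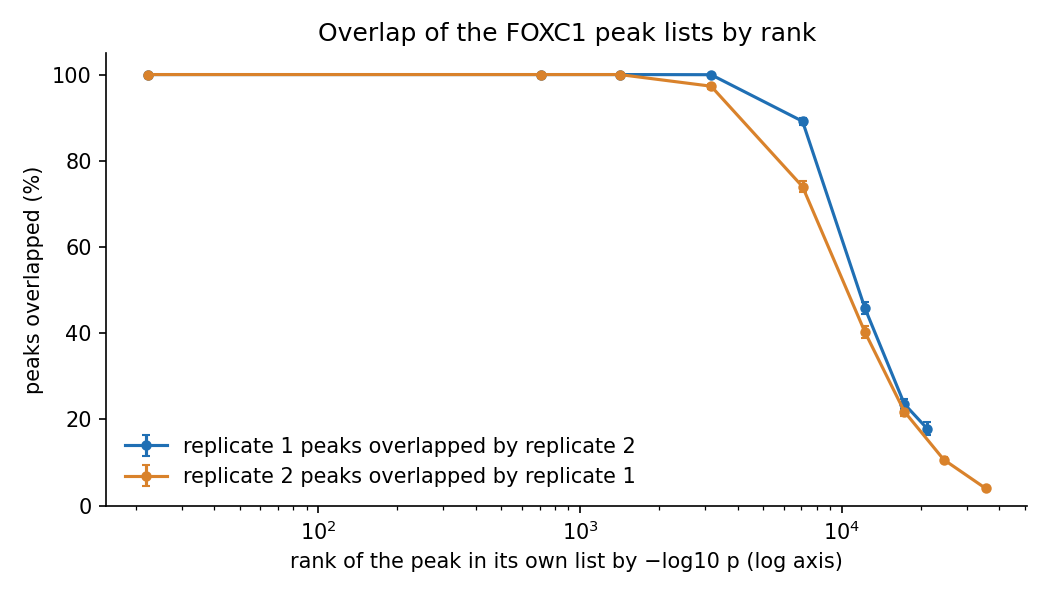
Share of FOXC1 peaks overlapped by the other replicate (vertical axis, percent) against the rank of the peak in its own list by −log10 p (horizontal axis, logarithmic). Each point is a range of ranks drawn at its geometric middle, bars are 95% Wilson intervals, and the share falls from 100% among the strongest peaks to 17.9% at the end of the replicate 1 list and 4.01% at the end of the replicate 2 list.

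Fold enrichment was then compared between the replicates at the 13238 shared regions. Spearman's rho across regions was 0.750, and the setting that moved it most was Pearson's r of the log2 values, at 0.835. The fold enrichment was higher in replicate 2 in 12094 of the 13171 shared regions with recovered reads in both replicates (91.8%, interval 91.3 to 92.3%), and the median ratio of replicate 2 to replicate 1 was 1.68. The log2 ratio had a median of 0.75 and an SD of 0.52 across regions. The recovered reads over the summits had a median of 24 in replicate 1 and 44 in replicate 2. Their log2 ratio had an SD of 0.41, and counting error alone would give 0.37. Among the 500 shared regions at replicate 1 ranks 1 to 500 the SD was 0.242, and counting error alone would give 0.149. Because SDs do not subtract, these values do not show a larger spread beyond counting error at strong sites.

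**Figure D2:**
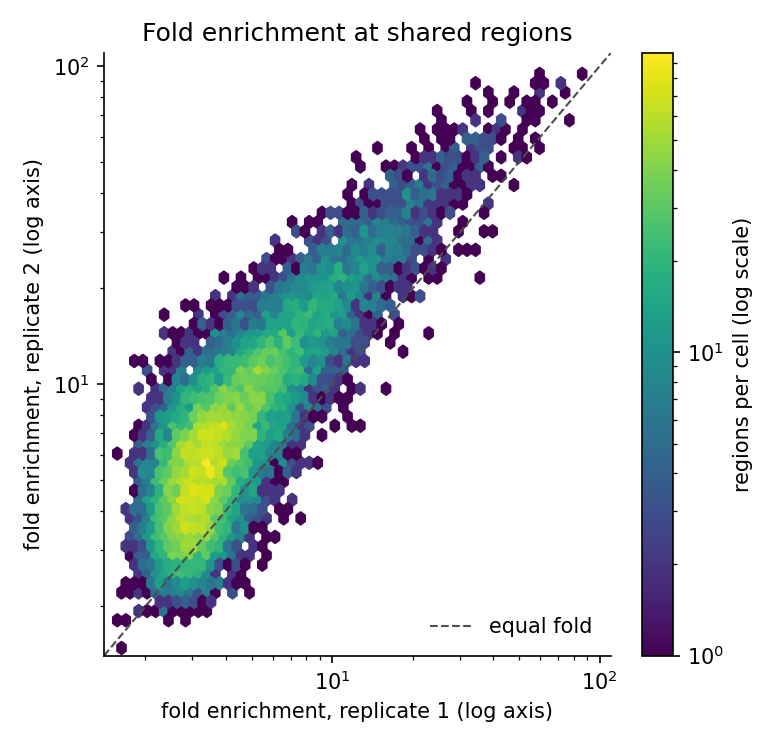
Fold enrichment of the 13238 shared regions in replicate 1 (horizontal axis, logarithmic) and replicate 2 (vertical axis, logarithmic), with the number of regions per cell as colour on a log scale. The dashed line marks equal fold enrichment, and most regions lie above it, with a median ratio of 1.68.

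Reproducible peaks were next called by IDR. At an IDR of 0.05 or less, 5983 regions were reproducible, 45.2% of the shared regions. The median fold enrichment of these regions was 5.81 in replicate 1 and 11.2 in replicate 2. The alternative that moved the count most was the restriction to peaks with a −log10 q of at least 5, which gave 3481 after a new fit to the regions left.

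To describe where FOXC1 bound relative to genes, the summits of shared regions were compared with annotated transcription start sites. Summits lay within 2 kb of a start site in 2654 shared regions (20.05%, interval 19.4 to 20.7%). Shifted summits did so in 12.6% on average, so that the observed share was 1.59 times that by chance (permutation p = 0.000999, the smallest that 1000 shifts can give). The distance used moved this share most, to 34.3% within 5 kb, against 25.4% by chance. Of all 13238 shared summits, 48.2% lay in introns outside promoters, 2.49% in exons outside promoters and 29.2% between genes. Whether the summits outside promoters lay in enhancers marked by H3K27ac was not analysed here. Peaks found in replicate 1 alone lay in promoters in 16.4% of cases (interval 15.6 to 17.1%), and peaks found in replicate 2 alone in 22.2% (interval 21.7 to 22.6%).

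No difference in promoter share was detectable between the strongest sites and the rest. Of the top 500 shared regions, 18.6% (interval 15.4 to 22.2%) were in promoters, compared with 20.1% of the other 12738 regions, a difference of −1.51 percentage points (Fisher's exact test p = 0.426). Ranking by fold enrichment turned the difference to 0.365 percentage points (exact p = 0.820). In replicate 1 alone, the difference was −0.153 percentage points (exact p = 1), and in replicate 2 alone it was −2.92 percentage points (exact p = 0.125).

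To examine the DNA sequence under the peaks, the forkhead consensus RTAAAYA was searched around the summits. It was found within 50 bp of the summit in 6441 shared regions (48.7%, interval 47.8 to 49.5%), and in the control windows of 10.8% (interval 10.3 to 11.3%). In 5725 regions it was found at the summit and not in the control window, and in 713 the other way round (exact McNemar test, −log10 p = 966). The consensus chosen had the largest effect on this share. GTAAACA was found at 20.8% of the summits and in 1.56% of the control windows. The reversed consensus AYAAATR, which has the same base composition, was found at 16.0% and in 12.6% (exact McNemar test, −log10 p = 15.2). It shares the sequence ATAAATA with the forkhead consensus, and without that sequence, left out after these values had been seen, it was found at 9.31% and in 8.52% (exact McNemar test, −log10 p = 1.63). In windows of 25 bp to either side, the share with RTAAAYA was 34.6% at the summit and 5.46% at 500 bp downstream. Among reproducible regions by IDR, the share within 50 bp was 52.7%.

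The peaks found in 1 replicate only differed from the shared regions in this measure. RTAAAYA was found at 14.8% of the summits found in replicate 1 alone (interval 14.05 to 15.5%) and in 9.98% of their control windows (exact McNemar test, −log10 p = 22.5). In replicate 2 alone, it was found at 33.3% of the summits (interval 32.8 to 33.9%) and in 9.57% of the control windows.

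After these values had been seen, 2 further sequences were counted in the same windows. TGASTCA (S is C or G), the binding sequence of the AP-1 family, was found at 16.6% of the shared summits (interval 16.0 to 17.3%) and in 1.93% of the control windows. CCAADNNMAAYA (D is A, G or T), in which CCAA precedes a forkhead-like core, was found at 7.28% (interval 6.85 to 7.74%) and in 0.506%. This extended element was found in 52% of the top 100 shared regions (interval 42.3 to 61.5%) and in 4.95% of those ranked above 5000 (interval 4.505 to 5.44%). The element had been read from the 12 strongest peaks of each list, and at ranks 21 to 100 it was found in 46.25% (interval 35.7 to 57.1%). RTAAAYA was found in 37% of the top 100 (interval 28.2 to 46.8%) in 49.5% of those ranked 101 to 500, in 56% of those ranked 1001 to 2000 (interval 52.9 to 59.0%) and in 45.7% of those ranked above 5000 (interval 44.6 to 46.8%).

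**Figure D3:**
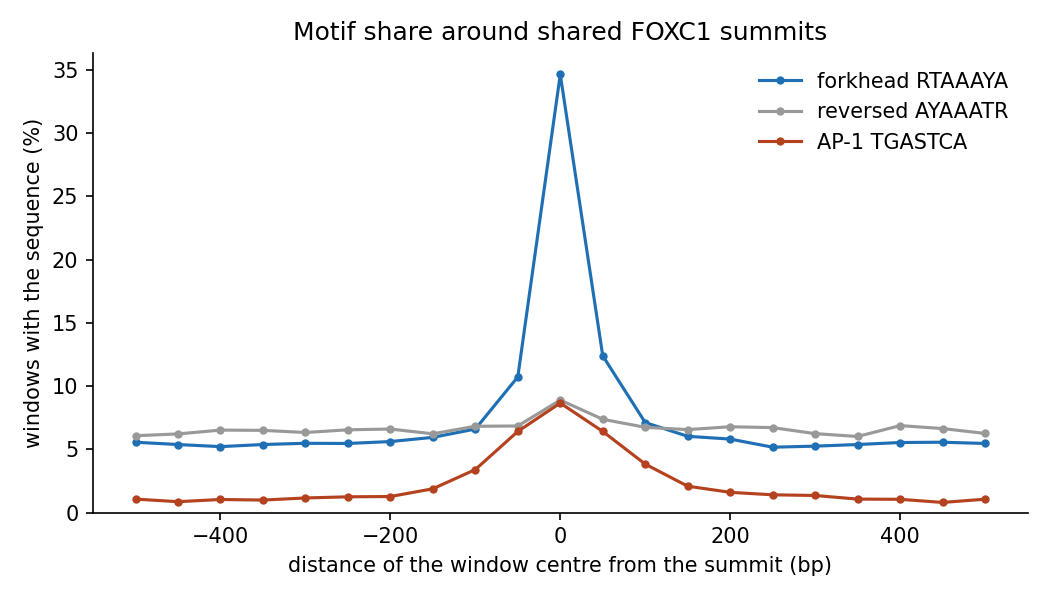
Share of windows with each sequence (vertical axis, percent) against the distance of the window centre from the summit of the shared region (horizontal axis, bp), for the forkhead consensus, its reversed form and the AP-1 sequence. Windows reach 25 bp to either side, and the forkhead share peaks at 34.6% at the summit while the reversed form reaches 8.89%.

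**Figure D4:**
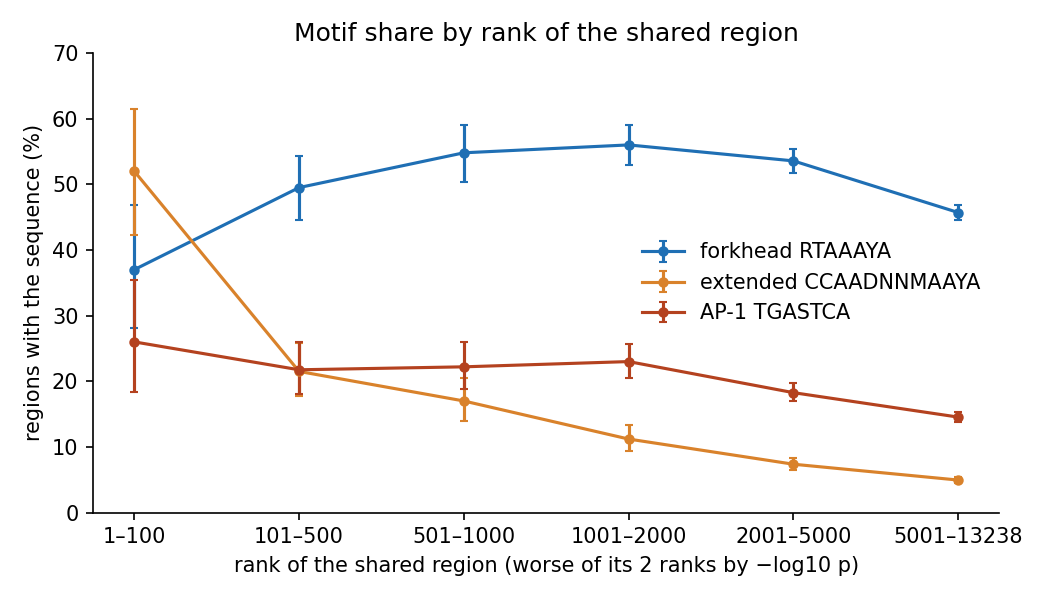
Share of shared regions with each sequence within 50 bp of the summit (vertical axis, percent) by rank of the region (horizontal axis), with 95% Wilson intervals as bars. The extended element falls from 52% in the top 100 regions to 4.95% in the last range, and the forkhead consensus is at 37% in the top 100, 56% at ranks 1001 to 2000 and 45.7% in the last range. The top 100 include regions from which the extended element was derived.

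The summits of the 5 shared regions with the best worse-rank all lay within the introns of a gene, and 2 of them, the first and the PRICKLE2 region, also lay within 2 kb of a start site and counted as promoter summits. The first, at chr19:39322041–39323317, had fold enrichments of 86.0 and 94.5 (mean 90.3 ± 6.02, SD, n = 2) with 487 and 527 reads over the summits. It lay 163 bp from a start site of ECH1, inside an intron of the overlapping gene ENSG00000268083. The second, at chr13:114147194–114148479 in an intron of TMCO3, had a mean of 62.7 ± 21.7 (SD, n = 2), 2383 bp from the nearest start site. The region at chr9:32395473–32396583 lay in an intron of ACO1 with a mean of 71.5 ± 9.05 (SD, n = 2). The region at chr3:4782989–4784048 lay in an intron of ITPR1 with a mean of 79.6 ± 7.14 (SD, n = 2), and that at chr3:64172459–64173675 in an intron of PRICKLE2, 225 bp from a start site of PRICKLE2-AS3, with a mean of 72.1 ± 17.2 (SD, n = 2). In each of these 5 regions the fold enrichment was higher in replicate 2. The consensus RTAAAYA was present within 50 bp of the summit only in the PRICKLE2 region, and the extended element in all but the TMCO3 region. All 5 regions are among the 12 strongest peaks of each list from which that element was read, so its presence here gives no support.

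ABCB1 encodes a drug efflux transporter, and the study examined FOXC1 binding within this gene. Its gene body, chr7:87132333–87342639 on the minus strand, held 3 peaks of replicate 1 and 6 of replicate 2. The 3 replicate 1 peaks and 3 of the replicate 2 peaks formed 3 shared regions, and the other 3 replicate 2 peaks had no replicate 1 partner. The strongest of these unpaired peaks, chr7:87258503–87258931, had a fold enrichment of 8.58 with 44 reads over the summit and a −log10 q of 23.2, and lay 147 bp from a start site of RUNDC3B, which overlaps ABCB1. It was singled out after its values had been seen. The strongest shared region, chr7:87228519–87228987, lay in an intron 1450 bp from the start site of an ABCB1 transcript, within the promoter distance of 2 kb. Its fold enrichment was 3.40 in replicate 1 with 27 reads over the summit and 9.26 in replicate 2 with 70 reads (mean 6.33 ± 4.15, SD, n = 2), and its IDR was 0.0372. The shared regions at chr7:87199444–87199931 and chr7:87237854–87238129, also intronic, had an IDR of 0.0950 and 0.212. At a −log10 q of at least 5, 1 peak of replicate 1 and 3 peaks of replicate 2 were left in the gene body.

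For ID3, an inhibitor of basic helix-loop-helix transcription factors, the study described a distal binding site. Neither replicate had a peak in the ID3 gene body, chr1:23884417–23885992. The shared region nearest to its start site, chr1:23888576–23889392, lay 2942 bp upstream between genes, with fold enrichments of 23 in replicate 1 and 26 in replicate 2, a −log10 q of 146 and 216, and an IDR of 1.07e-09. A replicate 2 peak with a fold enrichment of 3.44 lay 2469 bp downstream of the start site. Both were looked up after the distances had been seen. The nearest shared region to 770 kb upstream of its start site was chr1:24678625–24679069, at a distance of 793 kb. Its fold enrichment was 2.33 in replicate 1 with 16 reads over the summit and 5.15 in replicate 2 with 26 reads. The −log10 q was 0.751 in replicate 1 and 8.62 in replicate 2, and the IDR was 0.351. Other shared regions lay 724 kb upstream, at chr1:24610215–24610767 with fold enrichments of 4.76 and 6.34, and 735 kb upstream, at chr1:24620696–24621640 with 3.46 and 4.88. These neighbours were chosen after their values had been seen. The search covered shared regions only, and which of them, if any, is the site the study described was not determined. The annotation places all 3 regions in introns of GRHL3, for which it holds a transcript that starts far upstream of the others.

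At the other loci, gene bodies held few peaks, all below the median fold enrichment of their list except that in MMP10. No peak of either replicate overlapped PITHD1, FUCA1 or IFNLR1. The study named these as genes close to the distal ID3 site whose expression fell with FOXC1 knockout, and described no binding within them. The gene body of FOXC1 itself (chr6:1610150–1614132) held 1 peak of replicate 1, 2 peaks of replicate 2 and 1 shared region. The summits of these peaks lay in untranslated sequence, with fold enrichments of 2.02 to 2.82. Another shared region lay outside the gene body, 2262 bp from the FOXC1 start site. E2F3 held 2 peaks in each replicate, with fold enrichments of 2.46 to 3.06 and 1 shared region. MYC held 1 peak in each replicate at different positions, and NR4A3 held 1 peak of replicate 2 with a fold enrichment of 2.704. Another replicate 2 peak lay outside the NR4A3 gene body, 926 bp from its start site. The peak of replicate 2 that overlapped the 5′ end of MMP10, chr11:102651353–102652016, had a fold enrichment of 6.49 and its summit 373 bp from the start site. A replicate 1 peak had its summit 428 bp from the same start site, and both formed a shared region. At a −log10 q of at least 5, no peak was left in FOXC1, E2F3, MYC or NR4A3.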

Values the study reported

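The study reported sequencing its FOXC1 ChIP-seq libraries to about 50 M raw reads per sample. It counted a binding site as promoter-bound within 2 kb of a transcription start site, and derived its FOXC1 motif from the top 500 peaks on enhancers. For ID3, it described binding at a distal enhancer between genes, 770K upstream of where the gene starts. Knockout of FOXC1 in J82 cells lowered 1444 genes and raised 1660.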

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

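The test below was chosen after the peaks on the contig had been counted and before its own result was seen.

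Peaks were listed on contigs outside chromosomes 1 to 22, X and Y, which entered no comparison above. One unplaced contig, gl000220, stood out with 22 peaks in replicate 1 and 18 in replicate 2. Over its 161802 bp this was 136 and 111 peaks per Mb, compared with 7.24 and 13.5 over the chromosomes. These peaks were weak, with a median fold enrichment of 1.31 in replicate 1 and 1.55 in replicate 2. If the contig stands for many near-identical copies in the genome, reads of all copies would pile up on it in the input as well. The local background at its peaks was 59.6 times that at peaks of the chromosomes in replicate 1 and 38.7 times in replicate 2, as this technical explanation needs, so collapsed copies of a repeat are a candidate explanation. The design holds no group that bears on a biological explanation, and none was tested.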

How the results depend on the processing

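Start sites of basic transcripts, the consensus RYMAACA and the loci at a −log10 q of at least 5 were chosen after the data had been seen, and the other alternatives before. In all, 45 recomputed values of the main results kept their direction and their side of the threshold or stayed within 1.5 times the count in the report. Another 11 moved and 1 reversed. The 45 include the peak counts with repeated intervals kept, which equal the main counts by construction because no interval was repeated. The overlap of each list with the other stayed above chance under all 6 alternatives, from 52.2 to 97.9% for replicate 1 and from 28.0 to 54.0% for replicate 2. The promoter share stayed above chance under all 8 alternatives, from 13.3 to 34.3%, and was 18.5 to 21.5% in the replicates taken alone. The forkhead share stayed above its control window under all 8 alternatives that kept a forkhead consensus, from 20.8% for GTAAACA to 59.1% within 100 bp, and was 32.2 to 38.2% in the replicates taken alone. The reversed consensus is a control and gives no support, although it is among the 45 values. It shares the sequence ATAAATA with the forkhead consensus, so its own share of 16.0%, against 12.6% in its control windows, holds forkhead matches.

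With a −log10 q of at least 5, the lists held 6906 and 18114 peaks, the shared regions numbered 6726 and the reproducible regions 3481, and Spearman's rho was 0.765. With a fold enrichment of at least 5, the lists held 4042 and 11487 peaks and shared 3952 regions. The counts of peaks and shared regions fell because fewer peaks entered. The reproducible regions fell mainly because the IDR was fitted anew, since 5758 of the 5983 in the report had a −log10 q of at least 5 in both replicates. This last count was chosen after the data had been seen. The correlation between replicates was 0.835 as Pearson's r of log2 fold enrichment, 0.804 for −log10 p and 0.761 for summits within 100 bp, all outside the interval of the value in the report, as was the rho of 0.765, and the cause was not tested. The difference in promoter share between the top 500 regions and the rest reversed to 0.365 percentage points when regions were ranked by fold enrichment. Neither direction was past the threshold, and the cause was not tested. In the replicates taken alone it ranged from −2.92 to −0.153 percentage points. Of the counts at named loci, 9 moved at a −log10 q of at least 5, all downwards.

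The overlap, the shared regions, the IDR and the correlation need both replicates and could not be computed with either left out. No paired analysis was possible because the inputs, which share the replicate numbers of the ChIP libraries, were used here only through the peak calls made against them. Over all peaks of a list, the reads over a summit had a median of 18 in replicate 1 and 23 in replicate 2. The weaker peaks hold fewer reads, so their presence in the other list is uncertain.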

Other observations

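All tests below were chosen after the data had been seen, since the patterns, the extended element with its 3 bp gap and the AP-1 sequence among them, were found in the same lists, and only the counts of the reversed sequences and the forkhead share with and without the AP-1 sequence had not been seen when their tests were chosen.

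Replicate 2 listed 1.87 times as many peaks as replicate 1. Deeper ChIP sequencing is argued against by the depth, since the ChIP reads recovered from replicate 2 were 0.960 times those of replicate 1. A looser list threshold is argued against by the strong peaks, whose ratio rose to 2.62 at a −log10 q of at least 5. A difference between the inputs is argued against by the ChIP reads themselves, which over the summits of the top 2000 replicate 1 peaks were a median of 1.83 times higher in replicate 2. Of these regions, 95.5% had the higher fold enrichment in replicate 2, although they were selected by their rank in replicate 1. Stronger enrichment at the same sites in replicate 2 may therefore lie behind the longer list. Whether it came from the immunoprecipitation or from the amount of FOXC1 in the cells was not tested, and both replicates belong to the same group.

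Replicate 1 also listed 9050 peaks with no partner in the longer list. One possibility is bound sites lost by chance in replicate 2, whatever their true strength. They should then carry the forkhead motif as often as shared regions of the same strength in replicate 1. Their share was 14.8%, compared with 34.4% in strength-matched shared regions, a difference of −19.6 percentage points. Their control windows held the motif in 9.98%. This argues against loss irrespective of strength as the whole cause. At equal strength in replicate 1, shared regions may be the truly stronger sites, since they were also detected in replicate 2. Loss of weaker bound sites could lower the share as well and is not excluded. Of all replicate 1 peaks, 31.3% had a q-value above 0.05, and the share overlapped was 17.9% at ranks 20001 to 22405. Whether calls without binding account for the unpaired peaks was not tested. A candidate explanation that was examined is a raised regional background, as extra chromosome copies would give. Across 23 chromosomes, with Y left out, the number of such peaks per shared region rose with the median background of replicate 2 peaks (Pearson r = 0.690, permutation p = 0.0007, Spearman rho = 0.726, permutation p = 0.0003, adjusted p = 0.0004 over 4 relations). Without the 2 chromosomes farthest from the median background, r was 0.565 and rho was 0.672. Chromosome 20 had the highest background and 9.44 such peaks per Mb, with the forkhead motif at 8.57%, and the X chromosome had 0.142 per Mb. The peaks themselves point the other way, since 78.4% had a local background above the genome-wide level, compared with 83.2% of strength-matched shared regions. Shared regions per Mb also rose with the background (rho = 0.835), and copy number was not measured here, so the role of the background cannot be told apart from other differences between chromosomes.

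The forkhead consensus was present in 37 of the 100 strongest regions (interval 28.2 to 46.8%), compared with 48.7% of all others (Fisher's exact test p = 0.0207). At ranks 21 to 100 it was present in 33 of 80 regions (41.25%, interval 31.1 to 52.2%). That interval includes 48.7%, so the lower share is not established outside the strongest regions. The share was 49.5% at ranks 101 to 500, highest at ranks 1001 to 2000 with 56%, and 45.7% at ranks above 5000, which lies inside the interval of the top 100. Reading the 12 strongest peaks of each list led to the extended element CCAADNNMAAYA, which 40 of the top 100 regions carried without the consensus. A consensus fitted to a few peaks should vanish elsewhere, but in 479 regions ranked 21 to 500 and outside those peaks it was present in 25.7% (interval 21.97 to 29.8%), compared with 4.95% at ranks above 5000. Base composition is argued against by the reversed element, found in 0.2% of the top 500. Chance proximity of CCAA and the forkhead core is argued against by their spacing, since they lay 3 bp apart in 29.4% of the top 500 and at no other gap from 0 to 10 bp in more than 3.8%. The data are thus consistent with a hypothesis that the highest FOXC1 enrichment occurs at a composite sequence, which may be bound by FOXC1 alone or with a partner. The element was found and tested on the same lists, and binding to it was not measured here.

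The AP-1 sequence was found at 16.6% of the shared summits. Base composition is argued against as the whole cause by the reversed sequence, found at 2.57% and in 1.39% of the control windows. Signal coming only from places with no forkhead match is argued against. The forkhead consensus was found at 44.2% of the summits with the AP-1 sequence, compared with 10.8% of the control windows of all shared regions. Those windows are not matched for accessibility, so open chromatin as a source of the signal is not excluded. The forkhead share was nonetheless lower with the AP-1 sequence than the 49.5% without it, a difference of −5.37 percentage points (Fisher's exact test p = 4.64e-06). For the AP-1 summits with no forkhead match, open chromatin and binding through a partner or a weaker site cannot be told apart, because accessibility was not analysed here.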
